A study of Mus musculus with 12 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

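Tail DNA of the sire, the dam and 4 offspring of 1 family and DNA of a reference male were labelled with Cy3 and Cy5 and hybridised to custom Agilent arrays in dye-swap pairs. The labels name the dye of each mouse, and the sire, dam and offspring were grouped from the sample names. The series title describes sires exposed to gamma rays at 20 mGy per day for 400 days, while its design text calls the male of this family non-irradiated, so the exposure of the sire is given here as the title gives it.

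The deposited scanner files were made by the authors with Feature Extraction 10.7.1.1, per the file headers, on the mm9 build. They hold for each spot the intensity of both channels, from which the authors' software had subtracted the background and a spatial trend before a linear dye normalization per array, and the raw median and background intensity as deposited. They also hold a LogRatio, in log10 of red over green per the file headers, and other marks deposited by the authors, namely flags for outlier spots, saturation and spots well above background. The authors' deposited value table holds log2 ratios of most of the same spots. Set against the scanner files, each of its columns was the log10 ratio put on the log2 scale, to within 6e-07, with the sign of reference over mouse on every array, and its column medians lay between -0.0076 and 0.0106. No centring of the table beyond that of the scanner files was found.

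From the scanner files, log2 of the processed red over green signal was taken and turned to mouse over reference. Control spots and outlier spots (113 to 157 probe spots per array) were left out, spots of 1 probe were averaged (11660 autosomal probes had more than 1 spot), and each array was centred on its autosomal median, with no loess or quantile step. The 36 spots on unplaced contigs were not used. The mean of both arrays of a mouse was its value. Ratios of different mice correlated at 0.30 to 0.56 for arrays of 1 dye orientation, and at -0.49 to -0.28 for opposite orientations. The dye-swap arrays of a mouse correlated at -0.44 to -0.28, so a probe-specific dye effect was present and was averaged over the orientations. The labelled dam settled the direction, with raised X and lowered Y ratios on both arrays.

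No probe spot was saturated. Between 97.8% and 99.8% of probe spots were well above background in both channels, and the median background-subtracted signal was 95.6 to 130.3 in the green channel and 100.9 to 141.4 in the red. The SD of the autosomal log2 ratio was 0.23 to 0.32 per array, and highest on the Cy3 array of R1.

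A probe was called positive by the rule of the methods of the study, at 0.8 on both arrays or 0.5 for neighbouring probes, with the added condition that the sign be the same on both arrays, which the methods do not state. Runs of positive probes at most 3 probes apart made a region. Windows were means of 5 probes that differed from both parents by over 0.5 and from the reference by over 0.3. Counts of offspring and parents were compared by an exact permutation test. Comparisons over probes used limma 3.58.1 in R 4.3.3 on 1 value per mouse, with Benjamini-Hochberg adjustment at 0.05, over the 950342 probes measured in all mice. Related mice are not independent, and the p-values cover only the spread between these animals. Arrays were scanned on 3 days, the first holding both parents, the second R1 and R2 and the third R3 and R4. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

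The named regions followed a rule set before the data were examined. It took regions of 2 or more adjacent probes positive in an offspring and neither parent, then the 10 single probes with the largest smaller value of the 2 arrays, the 10 regions with the most probes positive in an offspring and a parent, the regions positive in every mouse, and the 5 probes of each sign with the largest mean in each limma comparison. Bounds of the chromosome 3 segment run from the first to the last positive probe of the touching windows that cover it.

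Alternatives set before the data were examined covered the threshold, the neighbour rule, normexp background correction (offset 50, on median signals, since mean signals were not used), centring, the value table, a filter on dim probes, flagged spots, removal of a running median over 501 probes, scaling by the X response, the parental conditions, window length and shift, the moderation of variances and leaving out each mouse. A random block for scan day, a scan of running medians over 51 probes and the count without the chromosome 3 loss were added after seeing the data. The rules were tested on simulated data, by adding shifts of known size to real arrays and by shifting 200 probes in arrays drawn with the measured spread. The recovery for the family test was 36% at a shift of 0.5, 98.5% at 1 and 100% at 2.

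Gene names and gene lists are not reported, because the scanner files give positions on mm9 without gene names and no annotation of that build was used here. The second array and the quantitative PCR of the study were not analysed here, so every change is a candidate from the first screening.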

Results

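Genomic DNA from the tails of 6 C57BL/6J/Nrs mice of 1 family was compared with the DNA of 1 reference male by array comparative genomic hybridization, in which the brightness of each probe in 2 colours gives the copy number of its sequence relative to the reference. The family held 1 sire, 1 dam and 4 offspring, named here R1 to R4. Every mouse was hybridised on 2 arrays with the dyes exchanged, which gave 12 arrays, and the dye-swap arrays of a mouse were counted as 1 replicate. Each array measured 950622 autosomal probes at a median spacing of 2053 bp on the mm9 build, with 68 probes on X and 23 on Y. The series is titled for sires that had received gamma rays at 20 mGy per day for 400 days, so the question asked of the family was which copy number changes appeared in the offspring and in neither parent. The sire and the dam are 1 animal each, no family of unexposed sires was analysed here, and the number of arrays limits the precision of every value below.

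The X and Y probes were read first, because the reference was a male. In the dam the X probes had a median log2 ratio of 0.93 (interquartile range 0.82 to 1.01) and the Y probes one of -1.39, so that a doubling of X was measured as 1.90-fold. R4 had the same levels, with an X median of 0.92 and a Y median of -1.48. R1, R2 and R3 had X medians of 0.02, 0.02 and 0.01, and their Y medians lay between 0.01 and 0.11. The sire had a Y median of 0.03, but its X median was 0.19 (interquartile range 0.11 to 0.25), at 0.17 and 0.20 on its 2 arrays. With background correction by normexp the X median of the sire was 0.02.

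The longest change in an offspring that was seen in neither parent was a loss on chromosome 3 in R1. It ran from 69594066 to 69780612, a stretch of 186.5 kb with 74 probes, of which 54 were positive by the rule of the study (below). The median log2 ratio over the segment was -0.92 (SD 0.28 over probes) in R1, at -0.87 with R1 labelled with Cy3 and -0.84 with Cy5. That drop was 0.994 of the X response of the dam, with a 95% bootstrap interval over probes of 0.894 to 1.05. The sire and the dam had medians of 0.00 and -0.01 over the same probes, and R2, R3 and R4 had 0.00, 0.01 and -0.04, so that the loss was larger than the spread of the other 5 mice. Outside the segment the medians of R1 over the 50 probes before and the 50 probes after it were 0.00 and 0.00. The depth was not even, since the shallowest run of 5 probes, from 69758257 to 69765911, had a mean of -0.44. With normexp the median over the segment was -0.53, or 0.746 of the X response under that correction (interval 0.627 to 0.899).

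**Figure D1:**
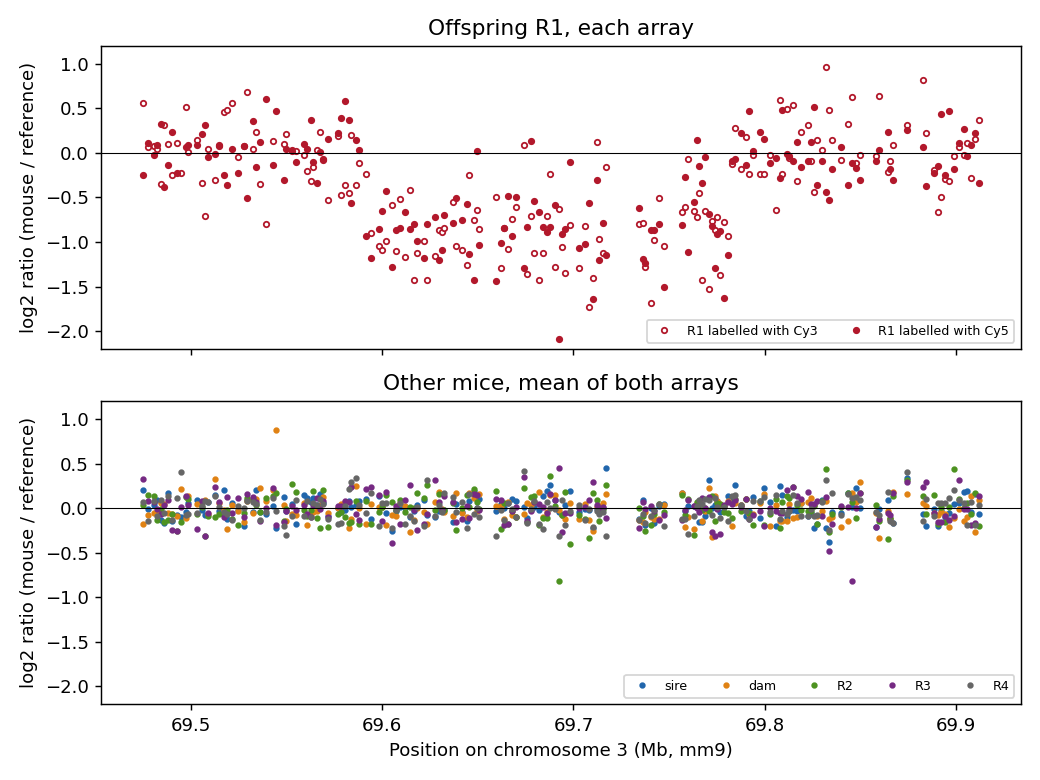
Log2 ratio of mouse over reference (vertical axis) against position on chromosome 3 in Mb of mm9 (horizontal axis), with each point a probe, for both arrays of offspring R1 (upper panel) and for the mean of the arrays in the other 5 mice (lower panel). The points of R1 drop to a median of -0.92 between 69594066 and 69780612, where the medians of the other mice stay between -0.04 and 0.01.

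By the rule of the study, a probe was positive when its log2 ratio passed 0.8 in size on both arrays, or when it and its neighbour both passed 0.5. The condition that both arrays have 1 sign was added here, and the rule is used with it throughout. Between 111 and 224 autosomal probes per mouse were positive, with 126 in the sire, 111 in the dam, 224 in R1, 164 in R2, 173 in R3 and 143 in R4. Gains led in the sire with 106 against 20 losses, and losses led in the dam with 84 against 27 gains. Of the 106 gains of the sire, 68 lay in 1 region on chromosome 4 (below). Over the whole family 651 probes were positive in at least 1 mouse, and 512 of them in 1 mouse alone. Probes that passed 0.8 on both arrays with opposite signs, as a dye effect gives, numbered 207 to 767 per mouse and so exceeded those that passed with 1 sign in every mouse. When the Cy3 array of one mouse was set against the Cy5 array of another, the same rule gave a median of 49 positive probes that neither mouse had, and 24 to 101 over the 30 such combinations.

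Probes positive in an offspring and in neither parent numbered 154 in R1, 100 in R2, 107 in R3 and 78 in R4, a mean of 109.8 ± 32.0 (SD, n = 4). The sire had 113 positive probes that the dam did not, and the dam had 98 that the sire did not. The counts of offspring and parents are not alike, because both parents are excluded for an offspring and 1 mouse for a parent. A two-sided exact permutation test over 15 splits cannot give a p below 0.0667 here (p = 1), so it does not decide whether the counts differ. Without the 54 probes of the chromosome 3 loss, R1 had 100 such probes. Among probes well above background on every array, the mean over the offspring was 23.3.

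Adjacent positive probes absent from both parents formed 4 regions. The 3 in R1 all lay within the chromosome 3 loss. They held 19 positive probes from 69594066 to 69644218, 28 from 69650784 to 69756656 and 7 from 69770882 to 69780612. The fourth was a loss of 2 probes in R3 on chromosome 15, from 8364201 to 8367454, with a median of -0.62, where the sire and the dam had -0.52 and -0.52 and so were also low. R2 and R4 had none. The 10 single probes with the strongest signal lay on 9 chromosomes and were 6 gains and 4 losses. Most of them were called in R1, whose Cy3 array had the highest SD. The strongest was a gain in R1 on chromosome 12 at 83573835, with a mean log2 ratio of 1.92 against -0.05 in the sire and -0.11 in the dam. R2, R3 and R4 had 0.06, 0.44 and 0.73 there. Next came a loss in R3 on chromosome 15 at 10918269, with -2.11 against 0.32 in the sire and 0.04 in the dam. The siblings were also low at that probe, at -0.50 in R1, -0.34 in R2 and -0.55 in R4. R4 had 1 of the 10, a loss on chromosome 15 at 19907762 with a mean of -1.59.

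Windows of 5 probes whose mean differed from both parents by over 0.5 numbered 26, with 8 in R1, 2 in R2, 15 in R3 and 1 in R4. The only ones that spanned over 9 probes were 2 touching windows of 66 and 13 probes in R1 that covered the chromosome 3 loss. The same rule applied to the difference between the dye orientations, in which no copy number change can appear, gave 7, 1, 9 and 0 windows. With windows of 10 probes 1 remained, the loss on chromosome 3 in R1. Outside that loss, the median of the called mouse over a window of the 5-probe rule lay between -0.68 and 0.03 for losses. For gains it lay between -0.02 and 0.24. Where the median was near 0, few of the probes carried the mean.

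Among regions of positive probes, the one with the most probes shared by parents and offspring was a gain on chromosome 4, from 101110482 to 101270535, 160.1 kb with 74 probes. All 6 mice were above the reference there, at 2 levels. The median log2 ratio was 0.94 in the sire, 0.92 in R1, 0.92 in R2 and 0.94 in R3, or 0.994 to 1.02 of the X response of the dam. It was 0.56 in the dam and 0.53 in R4, where 1 extra copy on 2 would give 0.54 at that response. The SD over probes was 0.15 to 0.20 in each mouse. By the rule of the study 61 to 68 of the probes were positive at the higher level, and 12 or 13 at the lower one.

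A second gain lay on chromosome 6, from 94986544 to 95007594, 21.1 kb with 10 probes. The sire had a median of 0.92 and the dam one of 0.01. All 4 offspring lay between these, at 0.63 in R1, 0.52 in R2, 0.57 in R3 and 0.63 in R4. All 10 probes were positive in the sire and 4, 2, 0 and 5 in the offspring, so that R3 had no positive probe at a median near that of its siblings.

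**Figure D2:**
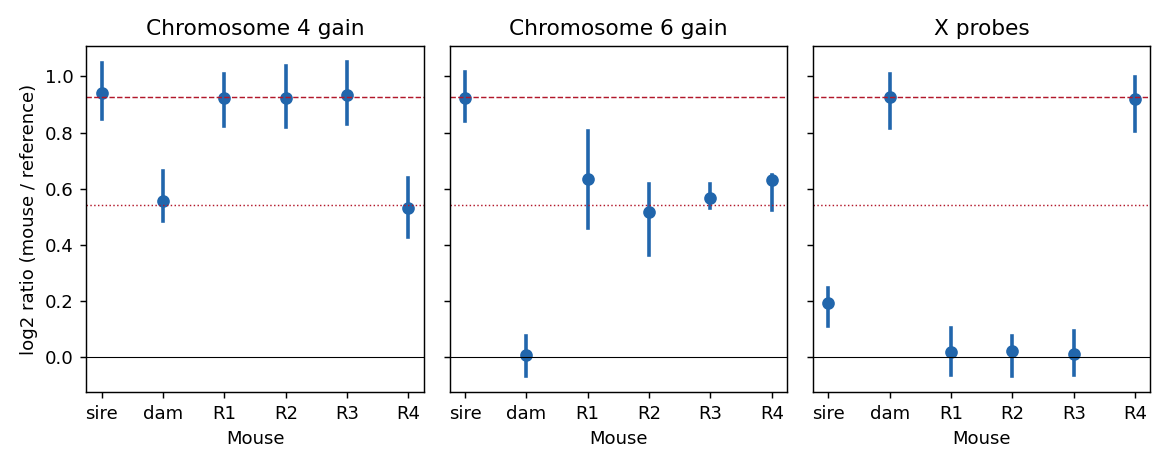
Median log2 ratio of mouse over reference (points, vertical axis) and interquartile range over probes (bars) in each mouse for the gain on chromosome 4, the gain on chromosome 6 and the X probes. The dashed line at 0.93 is the X median of the dam, and the dotted line at 0.54 is the level that 1 extra copy on 2 would give at that response.

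A total of 51 regions were positive in an offspring and at least 1 parent. Behind both gains stood a loss of 4 probes on chromosome 15, from 8346806 to 8352703, with medians of -0.67 to -0.52 in the 6 mice, and a loss of 4 probes on chromosome 3, from 25417435 to 25444229. The latter had medians of -1.62 in the dam and -1.69 in R4, and -0.04 to 0.07 in the sire, R1, R2 and R3. The remaining 6 of the 10 regions with the most probes were single probes, of which 4 were lost in the dam and R4 only, at means of -4.45 to -2.63. Of the 84 losses of the dam, 47 were also lost in R4 and 0 in the sire, R1, R2 or R3. The 47 lay in 44 regions on 15 chromosomes. R1, R2 and R3 shared 69, 63 and 65 positive probes with the sire, 66, 61 and 64 of which were gains. The gain on chromosome 4 alone held 68 positive probes in the sire and 62, 61 and 66 in R1, R2 and R3. Most of the shared gains thus belonged to that 1 region.

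All mice were compared with the reference to find where that animal differed from the whole family. With limma on the 6 mice, 75 probes were higher and 15 lower than the reference at adjusted p under 0.05 and a mean log2 ratio past 0.5. They formed 12 regions. The gain on chromosome 4 held 69 of the 75 higher probes, at a mean log2 ratio of 0.81. Losses of 4 probes each lay on chromosome 15 from 8344898 to 8351130 and from 8361043 to 8367454, with means of -0.60 and -0.57. On chromosome 14 there were losses of 3 probes from 53714075 to 53759064 and of 2 probes from 53641440 to 53673548, with means of -0.60 and -0.56. The highest mean belonged to a single probe on chromosome 13 at 95707465, with 1.501 ± 0.10 (SE, n = 6, limma adjusted p = 0.000493), above 0 in 6 of 6 mice. The lowest was on chromosome 14 at 53759005, with -0.71 ± 0.05 (SE, n = 6, limma adjusted p = 0.000594). The test leaves out the spread of the reference animal, and with trend and robust variances limma called 0 probes, with 36585 at an unadjusted p under 0.05. By the rule of the study 5 probes were positive in all 6 mice, 3 from 101214331 to 101218990 and 2 from 101115312 to 101117529, all within the gain on chromosome 4.

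Offspring were also compared with parents. With limma, 0 of 950342 probes differed between the 4 offspring and the 2 parents after Benjamini-Hochberg adjustment, and 42386 had an unadjusted p under 0.05. Both parents were scanned on 1 day and the offspring on 2 others, so scan day cannot be separated from generation. With the scan day as a random block 0 probes passed and 76329 had an unadjusted p under 0.05. The correlation fitted within days was -0.23. Because no day held both generations, this block could not remove a difference between the days. In simulated arrays of the same number of probes, 200 probes were shifted by 0.5, 1 and 2 on the log2 scale in all 4 offspring at once. The test recovered 0%, 56.5% and 95% of them, with 0, 5 and 6 false calls. A change in 1 offspring alone was not simulated, so neither these shares nor the absence of calls bears on such a change.

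No whole autosome was shifted. The 114 medians of the 19 autosomes in the 6 mice lay between -0.0066 and 0.0079, and the largest in size was that of chromosome 16 in R4.

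The sizes of change that the arrays could show were estimated by adding shifts to the arrays of the offspring, with the same shift at every probe of a locus. For a loss of 1 of 2 copies, at -0.93, 2 adjacent positive probes were found at 84.9% of loci of 2 probes, 99.5% of 5 probes and 100% of 10 probes, and a positive probe at 45.4% of loci of 1 probe. For a gain of 1 copy, at 0.54, the same rule found 7.14% of loci of 2 probes, 19.3% of 5, 41.5% of 10 and 94.8% of 50. The windows found 54.8% of gains of 5 probes and 99.4% of gains of 20. Gains of 1 copy over few probes were therefore not detectable here by the rule of the study in most loci. In simulated losses of 50 probes 90.6% of the probes were positive, against 54 of 74 in the chromosome 3 loss of R1. Real losses may thus be recovered less often than simulated ones.

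**Figure D3:**
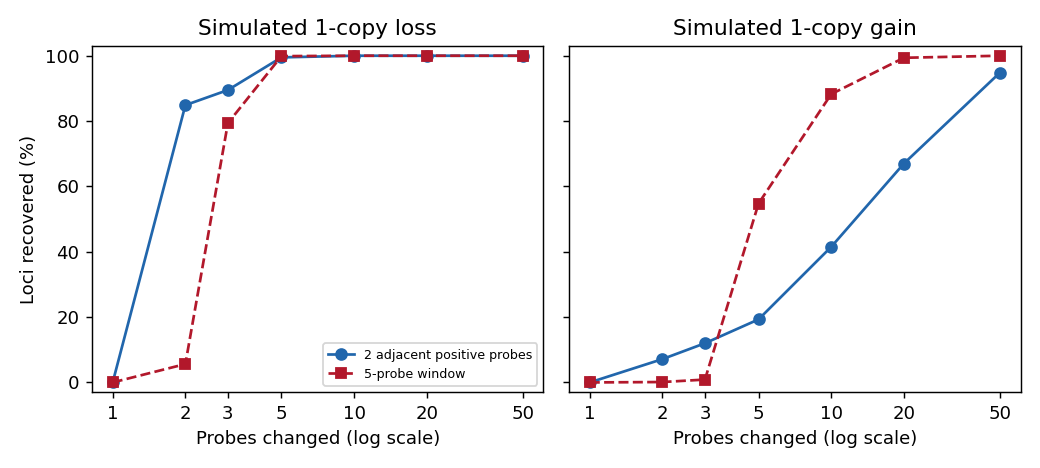
Percent of simulated loci recovered (vertical axis) against the number of probes changed (horizontal axis, log scale) for losses of 1 copy (left) and gains of 1 copy (right), by 2 adjacent positive probes (circles) and by windows of 5 probes (squares), each over about 800 loci. Losses of 5 probes were recovered at 99.5% and gains of 5 probes at 19.3% by adjacent positive probes.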

Values the study reported

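Leaving out mice with 4 or more changes, the study reported 31 deletions and 1 duplication in the irradiated group, and 11 deletions and 3 duplications in the non-irradiated group. De novo deletions were reported in 20.4% of offspring of irradiated sires (29 of 142) and in 7.1% of those of non-irradiated sires (11 of 156). For deletions with 2 or more positive probes on the first array the shares were 15.5% (22 of 142) and 5.1% (8 of 156).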

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

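All tests of explanations in this part were written after the values were seen. A value was marked where 1 of the 4 offspring stood apart from the other three by a gap above the critical value of Dixon's test. Chance marks about 1 in 20 such groups, and 30 values were examined, of which 7 were marked. The loss on chromosome 3 in R1 was not among them, because its segment was chosen where R1 differed.

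R4 stood apart over the 84 probes lost in the dam, with a median of -0.96 where its siblings lay between -0.01 and 0.05. Inheritance from the dam on separate chromosomes was argued against, because 0 of the 15 chromosomes that carried losses of the dam and R4 showed any of them in R1, R2 or R3. A match of these probes to sequence of the Y chromosome, which the dam lacks by its label, needs a drop in R4, whose Y probes are also low, and medians near 0 in the sire, R1, R2 and R3, the largest of which was 0.05 in size. The drop in R4 was uneven, with quartiles of -1.36 and -0.33, because 47 of the 84 probes were lost there and the other 37 had a median of -0.19. The losses shared by the dam and R4 thus went with the X and Y levels, since R4 was the only offspring with those of the dam. The values do not settle whether these probes match sequence of the Y chromosome. The probe sequences were not used here, and such a match stays open.

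R4 also stood apart in its X median of 0.92, against 0.01 to 0.02 in its siblings, and in its Y median of -1.48, against 0.01 to 0.11. Both were near the levels of the dam, as in a female set against a male reference. Over the gain on chromosome 4 the median of R4 was 0.53, against 0.92 to 0.94. The medians of R2 over chromosomes 5, 9 and 19 were 0.0025, 0.0040 and 0.0051, each the highest of the offspring and far below the level of a copy change.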

How the results depend on the processing

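The scan-day block, the count without the chromosome 3 loss and the running-median scan were chosen after the data were seen. The loss on chromosome 3 in R1 kept its direction under each setting run and lay at -0.53 with normexp. With normexp the total of positive probes fell from 941 to 419, the mean number absent from the parents from 109.8 to 13.0, and the windows from 26 to 8, while adjacent-probe regions rose to 12, probes positive in every mouse went to 3, the X median of the dam to 0.71 and the largest chromosome median to 0.0127. At a threshold of 0.6 the total was 2387, the mean 385 and the probes in every mouse 8. At 1.0 the total was 592 and the mean 45.3. Only probes well above background gave 512 and 23.3. Regions numbered 9 without the neighbour rule, 8 after the running median was removed and 10 after scaling by the X response, against 4, and probes in every mouse 0, 2 and 9, against 5. Windows of 3 probes numbered 429 and of 10 probes 1, and a shift of 0.4 gave 116. Trend and robust variances left 0 probes in the family test, against 90. Apart from the change named by each setting, the cause was not tested. Leaving out each offspring gave 1 to 4 regions (1 without R1), 5 to 12 probes in every mouse (12 without R4) and 11 to 25 windows (11 without R3). The other 71 of 99 values kept within 1.5 times or 1 SD. No paired analysis was possible because 1 sire and 1 dam stood against 4 offspring. The gene lists, with their 2 alternatives, were not run. How far signal over background limits the single probes was examined with the dim filter alone.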

Other observations

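Of the tests in this part, that of a wave on chromosome 3 was written before its result was seen, and the scan and the other tests were chosen after it.

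The loss on chromosome 3 in R1 had a median of -0.92, where the siblings lay between -0.04 and 0.01. A dye effect on 1 array would leave the other near 0, and the weaker of both array medians was -0.84. A genomic wave, a slow trend of the ratio along a chromosome, was argued against as well, because the median was -0.87 after a running median along the chromosome was removed. A loss in part of the cells would be shallower than the loss of 1 copy measured on X. The drop was 0.994 of that response, with a lower bound of 0.894, which argues against a much shallower drop. The bound covers only the spread over the probes of the segment, with the X response held fixed. It leaves out the spread of the X probes and of the arrays. With normexp the drop was 0.746 of the X response, with bounds of 0.627 and 0.899. That correction adds an offset of 50 to the signals, and it did not change all segments alike. The X median of the dam went from 0.93 to 0.71, while the chromosome 4 gain in the sire went from 0.94 to 0.97. The inherited loss on chromosome 15 was -0.58 in the sire without it and -0.59 with it. A share of the X response under normexp therefore cannot decide the question. A loss in most but not all of the cells stays open. The origin of the loss on chromosome 3, in the germ line of a parent or in the early embryo, also stays open and was not tested. Whether the loss bears on the exposure of the sire was not tested, since no family of unexposed sires was analysed here.

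A running median over 51 probes passed 0.2 against the reference at 7 places in the autosomes of the family, and several of them were too shallow for the threshold of the study. On chromosome 4, from 121393614 to 121909306, the dam had a median of -0.34, R1 -0.32, R3 -0.34 and R4 -0.31, while the sire had 0.01 and R2 -0.01, so that 3 of 4 offspring shared the level of the dam. On chromosome 8, from 102141036 to 102229357, the dam and R4 had 0.31 and 0.28, and the other mice lay between -0.02 and 0.05. On chromosome 12, from 56195588 to 56233855, all 6 mice lay between 0.24 and 0.28. On chromosome 14, from 53415714 to 54223774, all 6 lay between -0.34 and -0.28.

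In the sire alone, chromosome 6 from 41230103 to 41459310 had a median of -0.30 over 46 probes, against -0.04 to 0.02 in the other mice, and chromosome 14 from 54384532 to 54804468 one of -0.28 over 186 probes, against -0.08 to 0.00. A dye effect was argued against, because the weakest of the 4 array medians relative to the other mice was -0.24. After a running median along the chromosome was removed, the segment on chromosome 6 lay at -0.26 in the sire (bootstrap interval -0.33 to -0.21), which argues against a slow wave there, while that on chromosome 14 lay at -0.10 (-0.13 to -0.08), against -0.01 to 0.04 in the other mice, so that a wave stays open for chromosome 14. The loss of 1 copy in every cell would be deeper, as the larger drop was 0.325 of the X response. A loss in part of the cells also stays open as a hypothesis. Chromosomes 14 and 6 carry genes of the T-cell receptor, which T cells rearrange by deletion, but no annotation of this build was used here and whether the segments hold those genes was not tested.

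The X median of the sire was 0.19, against 0.01 to 0.02 in R1, R2 and R3, and 0.02 with normexp. As read here, the list of de novo changes in the study names no mouse of this family. The list holds fewer deletions of the irradiated group than the study counts, and fewer large ones in males. Whether the loss in R1 is among those counted can therefore not be told. The paper states that quantitative PCR upheld all of its large candidates, which it sorts by positive probes on the first array. Here the chromosome 3 loss in R1 is known from the first screening alone.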
